A study of Dictyostelium discoideum with 8 samples. Its data were reported in "Role of epigenetics in unicellular to multicellular transition in Dictyostelium" (2021).

How the data were processed

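Messenger RNA was measured in 8 libraries of Dictyostelium discoideum, 2 replicates at each of 4 stages: Vegetative, Streaming, Mound and Fruiting. GEO's labels give the strain as AX4, while the series title and the paper name AX2; all 8 libraries carry the same strain label. Per the labels and the paper, poly(A) RNA was taken with oligo-dT beads, libraries were made with a kit that carries molecular indexes, and reads came from an Illumina NextSeq instrument. Whether the indexes were used to remove duplicates is not stated, so the counts were treated as reads.

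The estimated counts were made by the authors, who filtered reads by quality, trimmed adapters with CutAdapt and quantified transcripts with kallisto, with no normalization. The deposited matrix, although named as normalized counts, holds TPM, scaled by the authors for transcript length, since each of its columns adds up to the same total. The kallisto version and the transcript set were not stated. Sequencing reads were not analysed here.

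Estimated counts of 13267 transcripts were summed to 13243 genes (22 genes had more than 1 transcript) and rounded. All 13243 identifiers were matched to locus tags of a reference gene table, which gave symbols for 3609. kallisto divides reads between similar transcripts, so 3261 genes whose counts were not whole (tolerance 0.001) in 4 or more libraries were treated as sharing reads, and 638 genes had a partner with equal counts in every library. Library totals were 7313822 and 6321543 estimated counts in Vegetative, 6789622 and 9886469 in Streaming, 9194930 and 9907516 in Mound, and 9141283 and 9369893 in Fruiting. At these depths 3 counts in a library correspond to between 0.218 and 0.632 CPM after scaling.

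Genes with a CPM of at least 1 in 2 or more libraries were tested, 11380 in all. Counts were scaled with TMM factors, between 0.751 and 1.452, and all 8 libraries were fitted in 1 model with 4 residual degrees of freedom, using edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the tested genes (edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3; Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and matplotlib 3.10.9). The biological coefficient of variation was 0.171. A gene was called at an adjusted p under 0.05. The 5 comparisons were the mean of the 3 multicellular stages against Vegetative, each stage against the one before it, and Fruiting against Vegetative, besides a test of any difference between the 4 stages. The comparisons share libraries, so their results were not correlated with each other. Shares of the counts were compared with exact two-sided permutation tests.

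A gene with no count in 1 arm was given a lower bound on its fold, against a floor of 3 counts over the group, and a gene with 1 to 3 counts a ratio of counts with a 95% counting interval. For gene lists, 24 were fixed before the data were examined: ribosomal proteins, translation factors, ribosome biogenesis, growth-phase genes, cAMP signalling, adhesion, post-aggregative genes, prespore and prestalk genes, histones, histone deacetylases, histone methylation, transcription factors, actins, actin-binding proteins, cellulose enzymes, polyketide synthases, autophagy, the proteasome, the hss and sigN genes, mitochondrially encoded genes, retrotransposons, and the study's multicellular and unicellular orthologues. In all 21 had at least 3 tested members. From the translation list 16 genes were left out that its name pattern had caught by mistake. Lists were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over all lists and comparisons.

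Genes were named by a rule fixed before the data were examined. It took the genes the study followed up, and mef2A, which the study discusses; up to 4 called members of each list with the largest changes and a mean of at least 20 CPM in a stage compared; and the 8 highest and 8 lowest changes among called genes with a symbol, a mean of at least 100 CPM and the same direction in every pair of libraries. The genes in the text were picked from what this rule gave, with their values in view. mef2A had no identifier that could be matched and is not reported.

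Alternatives planned before the data were examined were other scalings (DESeq2 size factors, library totals alone, upper quartile factors, and scaling without ribosomal protein genes), other tests (edgeR's exact test, DESeq2 and limma on log TPM), other filters, a 2-fold threshold, the replicate number as a block, each replicate left out in turn, and camera with an estimated correlation. Added later were sums of genes with equal counts, a fit per transcript, a fit without genes that share reads, replicate agreement on log TPM, and composition without each replicate.

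The gene test was tested on simulated data with the dispersion found here, in which 100 genes changed by 2-fold, 100 by 4-fold and 11180 did not change. The changed genes, and the sets given to camera, were drawn only from genes above a minimum mean CPM. Recovery of the rarest tested genes was therefore not measured. Of the 2-fold changes between 59 (Fruiting against Mound) and 78 (unicellular against multicellular) were recovered, and of the 4-fold changes between 98 and 100. Between 15 and 26 unchanged genes were called. In unicellular against multicellular there were 15, beside 78 recovered 2-fold and 100 recovered 4-fold changes. In Mound against Streaming there were 26, beside 65 and 98. In each comparison unchanged genes made up a larger share of the calls than the adjusted p threshold of 0.05 aims at. camera called 20 of 20 simulated sets that moved, with the preset and with an estimated correlation. Of 80 sets that did not move it called 1 at the preset correlation in unicellular against multicellular and 0 in the other comparisons, and 0 with an estimated correlation. The genes were simulated independently, so these sets cannot show how often camera errs on lists whose genes move together. In the data, the ribosomal protein list had an estimated correlation of 0.787 in unicellular against multicellular. For the gene test, fewer genes were changed than were called in any comparison of the data.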

Results

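The 8 libraries held messenger RNA from Dictyostelium discoideum, a soil amoeba that feeds as single cells and, when starved, gathers into streams, mounds and finally fruiting bodies of stalk and spores. Of the 4 stages, Vegetative is the unicellular one and Streaming, Mound and Fruiting are the multicellular ones, each with 2 replicate libraries. Of 13243 genes, 11380 reached 1 CPM (a count scaled to the library total) in at least 2 libraries and were tested. Gene levels below are CPM after scaling with the TMM factors, given as mean ± SD over the 2 replicates of a stage. Changes are on the log2 scale with their standard error (SE). p-values and SEs of single genes rest on the spread between replicates pooled over all 4 stages, also stages outside a comparison. That spread was uneven. Over genes of at least 20 CPM, the SD of log2 ratios between replicates was 0.443 in Fruiting, 0.361 in Vegetative, 0.335 in Streaming and 0.258 in Mound. Counting intervals and floors cover counting error only. p-values of camera set the genes of a list against all other genes, so they depend on the number of genes and the correlation taken. Permutation p-values set the Vegetative libraries against those of the other stages together.

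Growing cells gave a larger part of their messenger RNA to ribosomal proteins than the multicellular stages did. Cytosolic ribosomal protein genes took 42.2% and 45.2% of the counts in the 2 Vegetative libraries, 9.27% and 7.69% in Streaming, 3.53% and 2.69% in Mound, and 3.59% and 3.42% in Fruiting. The Vegetative mean of 43.7% lay above the mean of 5.03% over the other 6 libraries (exact two-sided permutation test, p = 0.0714, the smallest that 28 splits allow). By TPM, which divides by transcript length, these means were 65.3% and 11.1%, with 21.2% in Streaming replicate 1. The 10 most abundant genes of each library took 13.1% of the counts in Vegetative and 8.09% in the others (exact two-sided permutation test, p = 0.0714). Actin genes took 1.93% and 2.14% in Vegetative, 3.85% and 3.93% in Streaming, 2.85% and 2.45% in Mound, and 0.757% and 0.919% in Fruiting, so Vegetative lay below Streaming and Mound and above Fruiting (exact two-sided permutation test of Vegetative against all others, p = 0.714). Prespore and spore genes held 0.0163% and 0.0137% of the Vegetative counts and 7.50% and 6.15% of the Fruiting counts.

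**Figure D1:**
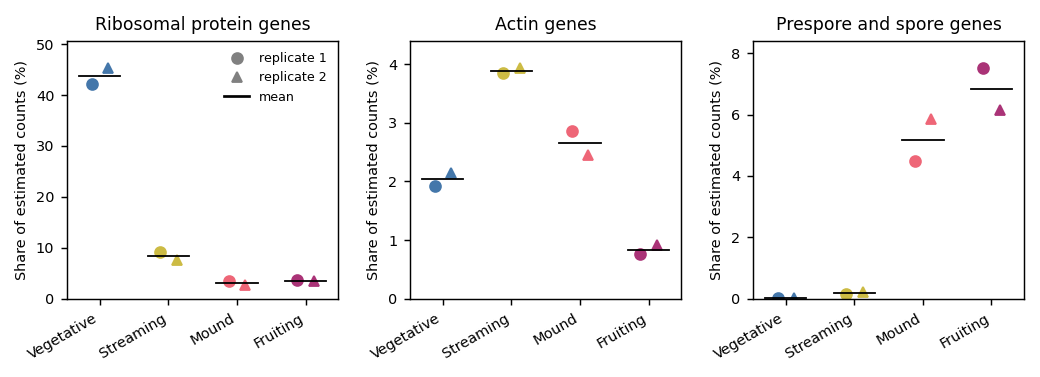
Share of estimated counts in each library (%, vertical axes from 0) taken by cytosolic ribosomal protein genes, actin genes and prespore and spore genes, by stage (horizontal axes). Circles are replicate 1, triangles replicate 2 and black bars the mean of the 2 libraries: ribosomal protein genes fell from 43.7% in Vegetative to 5.03% over the other libraries.

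Replicates of a stage resembled each other more than any other stage did. Across the tested genes, Pearson correlations of log2 CPM were 0.981 to 0.989 within a stage, 0.86 to 0.889 between Streaming and Mound, and 0.39 to 0.43 between Vegetative and Fruiting; genes are not independent replicates, so these are descriptions. The first principal component held 62% of the variance and the second 28.2%. Between any of the 4 stages, 10402 of the 11380 genes differed, and of these 3338 peaked in Vegetative, 1653 in Streaming, 2225 in Mound and 3186 in Fruiting. Adjusted p-values for these calls came from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, as did all gene calls below.

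The unicellular stage was set against the mean of the 3 multicellular stages, to ask which genes differ between them. Vegetative cells were fed and the multicellular stages follow starvation. Comparisons with Vegetative therefore cannot tell effects of feeding from those of the multicellular state. All 79 ribosomal protein genes were lower in the multicellular stages, with a median log2 change of -3.66. rpl39 went from 4894 ± 309 CPM in Vegetative to 240.3 ± 87.9 in Streaming and 94.3 ± 1.84 in Mound, and fell by 5.24 (SE 0.21). In the opposite direction, tgrC1, a surface protein of cell-cell adhesion and kin recognition, rose from 0.392 ± 0.34 CPM to 1917 ± 179 in Streaming. csaA, the contact-site adhesion protein, rose by 7.84 (SE 0.352) and acaA, the adenylyl cyclase that makes the cAMP of aggregation, by 7.50 (SE 0.279). In total 4534 genes were higher and 3876 lower in the multicellular stages, 3550 and 2865 of them by at least 2-fold.

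The genes that the study carried into follow-up experiments moved in the direction of the class it gave them, which is not independent evidence since it chose them on these samples. srfA, a MADS-box transcription factor, went from 0.409 ± 0.281 CPM (5 counts over both Vegetative libraries) to 119 ± 29, 239 ± 9.52 and 589 ± 95.4 in Streaming, Mound and Fruiting, a rise of 9.14 (SE 0.386). smcl1 had 3 Vegetative counts and was 514-fold higher by count ratio (95% counting interval 176 to 2490), reaching 269.7 ± 46.1 CPM in Fruiting. hdaD, a putative histone deacetylase, rose by 3.11 (SE 0.217) to a highest level of 236 ± 9.05 CPM in Mound, ammr1 by 2.93 (SE 0.189), and DDB_G0274899 by 2.58 (SE 0.203). hspH2 fell by 3.10 (SE 0.199), from 128 ± 7.48 to 7.92 ± 2.44 CPM in Streaming, DDB_G0267824 fell by 3.97 (SE 0.235), and DDB_G0277333 fell by 3.27 (SE 0.184). Counts of srfA, hdaD and DDB_G0274899 were not whole in 4 or more libraries, which marks reads shared with other transcripts, so their levels are uncertain. Of the study's 52 multicellular orthologues 50 were higher and 0 lower, and all 67 of its 67 unicellular orthologues were lower, again not independent evidence. The multicellular list was called higher (camera with Benjamini-Hochberg adjustment, adjusted p = 1.76e-20, and adjusted p = 0.225 with an estimated correlation). The unicellular list was called lower (camera with Benjamini-Hochberg adjustment, adjusted p = 3.03e-32, and adjusted p = 0.225 with an estimated correlation).

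**Figure D2:**
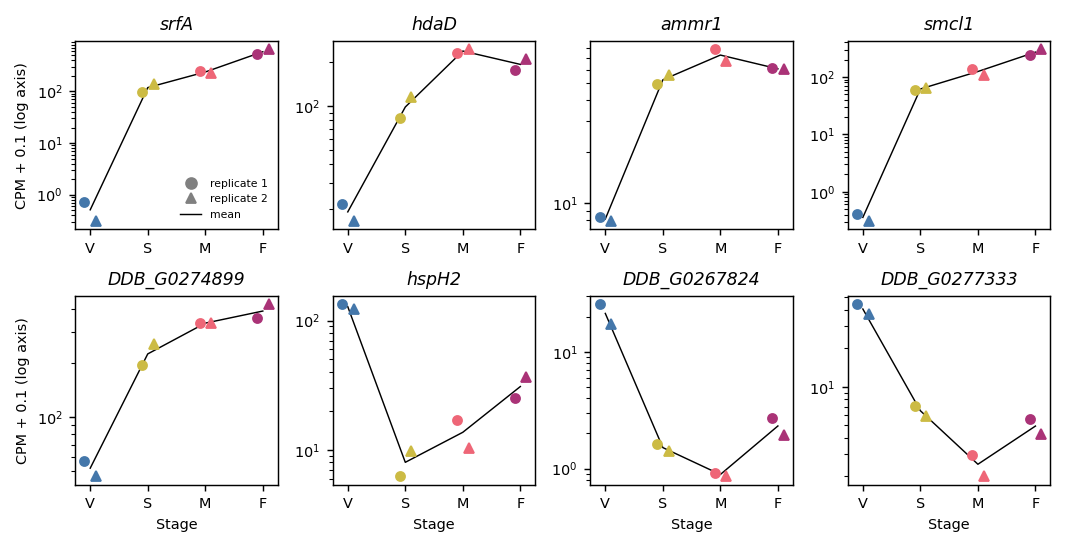
Levels of the 8 genes the study followed up, in CPM + 0.1 on a log axis, by stage, from Vegetative (V) through Streaming (S) and Mound (M) to Fruiting (F). Circles are replicate 1, triangles replicate 2 and lines join the means of 2 libraries; srfA, hdaD, ammr1, smcl1 and DDB_G0274899 were lowest in Vegetative, and hspH2, DDB_G0267824 and DDB_G0277333 highest there.

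Genes of protein synthesis fell together. The ribosomal protein list was called lower (camera with Benjamini-Hochberg adjustment, adjusted p = 9.91e-61, and adjusted p = 0.244 with an estimated correlation). Of the ribosome biogenesis genes, 29 of 30 were lower and none higher, with a median of -2.63 (camera with Benjamini-Hochberg adjustment, adjusted p = 5.93e-11, and adjusted p = 0.362 with an estimated correlation). Among them nola3, of the H/ACA small nucleolar particle, fell by 3.77 (SE 0.178) and utp20, of the small-subunit processome, fell by 3.57 (SE 0.174). Of 59 translation factors and tRNA synthetases, 47 were lower and 5 higher (camera with Benjamini-Hochberg adjustment, adjusted p = 3.92e-06, and adjusted p = 0.46 with an estimated correlation). efaAI, an elongation factor 1 alpha gene with shared reads, dropped from 26890 ± 5952 to 2586 ± 4.18 CPM in Streaming, and eIF3s3 fell by 2.62 (SE 0.144). The growth-phase list split, with 8 higher and 10 lower of 20 (not called by camera): the cysteine protease gene cprD fell by 3.37 (SE 0.189) and the myosin I gene myoB rose by 2.37 (SE 0.218). Among other genes, aifC, an apoptosis-inducing-factor homologue, fell by 7.76 (SE 0.214), gp130 fell by 6.99 (SE 0.184), and alrA, an aldose reductase, fell by 5.18 (SE 0.185).

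Genes of aggregation, adhesion and cell-type differentiation were higher. Of 39 cAMP signalling and aggregation genes 28 rose and 4 fell (camera with Benjamini-Hochberg adjustment, adjusted p = 8.36e-06, and adjusted p = 0.46 with an estimated correlation). Of 23 adhesion genes 15 rose and 6 fell (camera with Benjamini-Hochberg adjustment, adjusted p = 0.000211, and adjusted p = 0.405 with an estimated correlation). Of 25 post-aggregative genes 21 rose and 3 fell (camera with Benjamini-Hochberg adjustment, adjusted p = 8.72e-11, and adjusted p = 0.229 with an estimated correlation). The cysteine protease gene cprB rose by 11.85 (SE 0.389) and the cAMP receptor gene carC by 7.67 (SE 0.295). Prespore and spore genes rose in 19 of 21 cases and fell in 1, with a median of 7.30 (camera with Benjamini-Hochberg adjustment, adjusted p = 3.51e-08, and adjusted p = 0.238 with an estimated correlation). pspD reached 7944 ± 1961 CPM in Mound from 1.56 ± 0.482 in Vegetative, and pspA, the prespore surface antigen, had 1 Vegetative count and was 21400-fold higher by count ratio (95% counting interval 3830 to 844000). Of 33 prestalk and stalk genes 26 rose and 2 fell, with a median of 4.97 whether or not the 6 members without a Vegetative count were set at their bound (camera with Benjamini-Hochberg adjustment, adjusted p = 9.2e-09, and adjusted p = 0.256 with an estimated correlation). 5NT, the 5'-nucleotidase gene of prestalk cells, had no Vegetative count and was at least 1614-fold higher, taking 3 counts over the group as the floor. Cellulose and spore-coat enzymes rose in 10 of 11 cases (camera with Benjamini-Hochberg adjustment, adjusted p = 0.00131, and adjusted p = 0.229 with an estimated correlation), with dcsA, the cellulose synthase gene, up by 7.58 (SE 0.332).

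Chromatin genes moved both ways. Of 13 histone genes 2 rose and 6 fell, with a median of -0.45 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.0415, and adjusted p = 0.536 with an estimated correlation), and H3b fell by 2.04 (SE 0.132). Of 18 histone methylation enzymes and readers 3 rose and 9 fell (not called by camera). Here wdr5, a subunit of H3K4 methyltransferase complexes, fell by 2.25 (SE 0.183) and the JmjC-domain gene jcdG fell by 1.95 (SE 0.2). In contrast, jcdA rose by 1.10 (SE 0.158) and hcpA, a heterochromatin protein 1 gene, by 1.21 (SE 0.208). These are changes in the mean of the multicellular stages. In Streaming against Vegetative no member of this list was called higher, and the largest change was 0.49. Of 6 histone deacetylases and sirtuins 3 rose (sir2E, and hdaD and sir2B with shared reads) and none fell, with a median of 0.44 that turned below 0 with upper quartile factors (not called by camera). sir2E rose by 0.79 (SE 0.153), and its call and those of hcpA and jcdA were lost with edgeR's exact test. sir2E also lost its call with upper quartile factors, at 0.24, and at the 2-fold threshold. Transcription factor families leaned upward, 63 against 15 of 96 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.000194, and adjusted p = 0.545 with an estimated correlation). mybN had no Vegetative count and was at least 152-fold higher. Autophagy genes rose in 8 of 14 cases and fell in 2 (not called by camera), and atg8 rose by 2.22 (SE 0.178). Actin-binding and motor proteins rose in 39 and fell in 18 of 76, a median of 0.52 that turned below 0 with upper quartile factors (camera with Benjamini-Hochberg adjustment, adjusted p = 0.0338, and adjusted p = 0.649 with an estimated correlation). Actins went both ways, 12 up and 15 down of 32 (not called by camera), as did the proteasome, 6 and 15 of 42 (not called by camera), both with medians that turned above 0 with library totals alone. Polyketide synthases counted 22 up and 10 down of 40 (not called by camera).

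Adjusted over each list alone, the counts higher and lower changed only for transcription factors (63 and 16), proteasome (6 and 14) and multicellular orthologues (51 and 0). Adjusted p-values of the genes named in this comparison were at most 0.000452 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With library totals alone the calls split into 5253 higher and 2946 lower and with upper quartile factors into 3389 and 5249, and edgeR's exact test on the 2 groups gave 2328 and 2016.

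From growth to aggregation, Streaming was set against Vegetative. Several genes of cell-cell adhesion came up. tgrC1 rose by 12.34 (SE 0.449), its partner tgrB1, with shared reads, by 8.66 (SE 0.341), and csaA from 2.28 ± 0.648 to 916 ± 15.7 CPM. cprB reached 5166 ± 418 CPM from 1.13 ± 0.114, and the developmental gene mrrA 3459 ± 902 from 0.953 ± 0.156. Ribosomal protein genes all fell, 79 of 79, by a median of 3.17 on the log2 scale (camera with Benjamini-Hochberg adjustment, adjusted p = 1.08e-40, and adjusted p = 0.344 with an estimated correlation). In total 3925 genes were higher and 3272 lower.

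Of 39 cAMP signalling genes 27 rose and 6 fell (camera with Benjamini-Hochberg adjustment, adjusted p = 1.97e-06, and adjusted p = 0.46 with an estimated correlation). Of 23 adhesion genes 15 rose and 5 fell (camera with Benjamini-Hochberg adjustment, adjusted p = 1.16e-06, and adjusted p = 0.256 with an estimated correlation). Of 25 post-aggregative genes 20 rose and 2 fell (camera with Benjamini-Hochberg adjustment, adjusted p = 4.27e-12, and adjusted p = 0.229 with an estimated correlation). gbfA, the G-box binding factor gene with shared reads, rose by 4.79 (SE 0.296) and comH, a GATA factor gene, by 5.05 (SE 0.373). Prespore genes already rose in 13 of 21 cases and fell in 2 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.00318, and adjusted p = 0.46 with an estimated correlation). Prestalk genes rose in 19 of 33 with 3 lower, a median of 1.99 or 1.78 with members lacking Vegetative counts at their bound (camera with Benjamini-Hochberg adjustment, adjusted p = 0.000159, and adjusted p = 0.46 with an estimated correlation). 5NT was at least 1997-fold higher than the floor of 3 counts over the group. The proteasome rose in 31 of 42 subunit genes and fell in 1 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.0291, and adjusted p = 0.737 with an estimated correlation). Here psmD10 rose by 1.76 (SE 0.228), psmD6 by 1.68 (SE 0.202) and psmD14 by 1.66 (SE 0.227). Actin-binding and motor proteins rose in 43 of 76 cases and fell in 12 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.00476, and adjusted p = 0.567 with an estimated correlation), and limA rose by 10.78 (SE 0.397). Actins rose in 13 and fell in 9 of 32 (not called by camera), and act31, with 1 Vegetative count, was 791-fold higher by count ratio (95% counting interval 142 to 31300). Transcription factors rose in 54 and fell in 16 of 96, a median of 0.86 or 0.82 at the bound (camera with Benjamini-Hochberg adjustment, adjusted p = 0.00203, and adjusted p = 0.6 with an estimated correlation). Autophagy genes counted 9 higher and 2 lower of 14 (not called by camera) and histone deacetylases and sirtuins in 3 and 0 of 6 (not called by camera). Cellulose and spore-coat enzymes rose in 5 and fell in 1 of 11, a median of 0.80 or 0.46 at the bound (not called by camera).

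Ribosome biogenesis genes fell in 29 of 30 cases (camera with Benjamini-Hochberg adjustment, adjusted p = 7.48e-09, and adjusted p = 0.405 with an estimated correlation), and utp20 fell by 2.87 (SE 0.239). Translation factors fell in 38 and rose in 3 of 59 (camera with Benjamini-Hochberg adjustment, adjusted p = 9.96e-06, and adjusted p = 0.46 with an estimated correlation). Growth-phase genes fell in 11 and rose in 3 of 20 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.00706, and adjusted p = 0.536 with an estimated correlation), and nramp1, a metal ion transporter gene, fell by 3.69 (SE 0.255). Histone genes fell in 7 of 13 cases with none higher, though their median of -0.53 turned above 0 with library totals alone (camera with Benjamini-Hochberg adjustment, adjusted p = 0.00742, and adjusted p = 0.46 with an estimated correlation), and H2Bv1 fell by 2.23 (SE 0.199). Histone methylation enzymes and readers fell in 7 of 18 and rose in none, with a median that also turned above 0 with library totals alone (not called by camera). Polyketide synthases fell in 18 and rose in 8 of 40, again with a median of -0.45 that turned above 0 with library totals alone (camera with Benjamini-Hochberg adjustment, adjusted p = 0.0429, and adjusted p = 0.661 with an estimated correlation). Among them stlA fell by 3.85 (SE 0.278) and pks26 rose by 3.79 (SE 0.345). The small heat shock gene hspG1 fell by 5.70 (SE 0.286), from 188 ± 6.62 to 3.55 ± 1.14 CPM. Of the genes followed up by the study, srfA rose by 8.04 (SE 0.401), ammr1 by 2.70 (SE 0.206), hdaD by 2.37 (SE 0.231) and DDB_G0274899 by 2.12 (SE 0.22). hspH2 went from 128 ± 7.48 to 7.92 ± 2.44 CPM, DDB_G0267824 fell by 3.91 (SE 0.327) and DDB_G0277333 fell by 2.66 (SE 0.247). Of the study's multicellular orthologues 45 of 52 rose and 1 fell, a median of 2.28 or 2.23 at the bound (camera with Benjamini-Hochberg adjustment, adjusted p = 8.61e-14, and adjusted p = 0.229 with an estimated correlation). All 67 unicellular orthologues fell (camera with Benjamini-Hochberg adjustment, adjusted p = 6.53e-25, and adjusted p = 0.229 with an estimated correlation), and both lists were chosen on these samples. Adjusted over each list alone, the counts higher and lower changed only for translation factors (3 and 41), cAMP signalling (27 and 7), histone methylation (0 and 6), actin-binding proteins (45 and 14) and polyketide synthases (9 and 18). Adjusted p-values of the genes named in this comparison were at most 8.48e-05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With library totals alone the split was 5968 higher and 1711 lower, and with upper quartile factors 3262 and 3929.

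From streams to mounds, prespore and prestalk genes came up. cotC, a spore coat protein gene, went from 7.8 ± 1.99 CPM in Streaming to 4482 ± 547 in Mound, and psvA, of the prespore vesicle, from 4.16 ± 1.29 to 8920 ± 1569. ecmA, an extracellular matrix protein gene of prestalk cells, rose from 12.3 ± 4.47 to 1436 ± 149. csaA went the other way and fell by 1.38 (SE 0.248). In total 2775 genes were higher and 2038 lower in Mound, and 1218 were lower without Mound replicate 2 and 1315 without Mound replicate 1.

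Prespore and spore genes rose in 17 of 21 cases and fell in 2, a median of 4.58 (camera with Benjamini-Hochberg adjustment, adjusted p = 8.61e-14, and adjusted p = 0.225 with an estimated correlation). cotA rose by 9.23 (SE 0.738), wacA, an aquaporin-like gene, by 8.85 (SE 0.592), and pspG, with 2 Streaming counts, was 6390-fold higher by count ratio (95% counting interval 1770 to 52800). Prestalk and stalk genes rose in 22 of 33 and fell in 1 (camera with Benjamini-Hochberg adjustment, adjusted p = 1.86e-11, and adjusted p = 0.225 with an estimated correlation), and expl3 rose by 7.66 (SE 0.297) and ecmA by 6.86 (SE 0.328). Outside these lists pspE rose by 9.88 (SE 0.61) and the aquaporin gene aqpA by 9.14 (SE 0.674). psiD rose by 11.17 (SE 0.998), and by 10.39 to 15.47 over the other settings on counts. Cellulose and spore-coat enzymes rose in 7 and fell in 2 of 11 (camera with Benjamini-Hochberg adjustment, adjusted p = 2.16e-05, and adjusted p = 0.229 with an estimated correlation). Here dcsA rose by 5.10 (SE 0.284) and galK by 2.67 (SE 0.221). Histone genes rose in 9 of 13 cases and fell in 1 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.0187, and adjusted p = 0.51 with an estimated correlation), and H3a rose by 1.54 (SE 0.217) and H1 by 1.08 (SE 0.208). Growth-phase genes rose in 12 of 20 and fell in 1 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.0329, and adjusted p = 0.59 with an estimated correlation), and ctsD, a cathepsin D gene, rose by 1.40 (SE 0.248). Histone deacetylases and sirtuins rose in 3 of 6 (not called by camera), and hdaD rose by 1.26 (SE 0.211).

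Proteasome genes fell in 23 of 42 cases and rose in 1 (camera with Benjamini-Hochberg adjustment, adjusted p = 6e-05, and adjusted p = 0.567 with an estimated correlation), and psmB6 fell by 1.22 (SE 0.243). Ribosomal protein genes fell further, 66 of 79 with none higher (camera with Benjamini-Hochberg adjustment, adjusted p = 8.09e-15, and adjusted p = 0.519 with an estimated correlation), and rpl38 fell by 1.79 (SE 0.262). Ribosome biogenesis genes fell in 20 of 30 (camera with Benjamini-Hochberg adjustment, adjusted p = 8.91e-05, and adjusted p = 0.536 with an estimated correlation). The endoplasmic reticulum chaperone gene grp94 fell by 2.49 (SE 0.244) and smlA fell by 1.63 (SE 0.231). A further 8 lists had medians that turned below 0 with library totals alone, and camera called none of them. cAMP signalling counted 14 higher and 3 lower, adhesion 9 and 7, transcription factors 29 and 13, and histone methylation 7 and 2. Actins counted 7 and 11, actin-binding proteins 23 and 8, polyketide synthases 11 and 4, and autophagy 1 and 1. Within them mybN rose by 3.81 (SE 0.239), tgrE1 by 3.71 (SE 0.295), the secreted adhesion modulator ampA by 2.85 (SE 0.278) and jcdA by 1.89 (SE 0.176), and gtaN, with shared reads, fell by 1.99 (SE 0.206). Post-aggregative genes counted 12 higher and 5 lower (not called by camera) and translation factors 7 and 10 (not called by camera). Of the study's orthologues, 41 of 52 multicellular ones rose (camera with Benjamini-Hochberg adjustment, adjusted p = 2.86e-11, and adjusted p = 0.225 with an estimated correlation). Of the others, 33 of 67 unicellular ones fell and 3 rose (camera with Benjamini-Hochberg adjustment, adjusted p = 9.96e-06, and adjusted p = 0.519 with an estimated correlation), and both lists were chosen on these samples. srfA rose by 1.00 (SE 0.226), smcl1 by 1.01 (SE 0.198), ammr1 by 0.48 (SE 0.174) and DDB_G0274899 by 0.57 (SE 0.207). DDB_G0277333 fell by 1.42 (SE 0.287), and hspH2 at 0.76 (SE 0.293) and DDB_G0267824 at -0.82 (SE 0.436) did not pass. Adjusted over each list alone, the counts higher and lower changed only for ribosomal proteins (0 and 72), translation factors (7 and 9), ribosome biogenesis (1 and 21), growth-phase genes (13 and 1), adhesion (10 and 7), histones (10 and 1), transcription factors (31 and 13), actins (7 and 12), proteasome (1 and 26) and unicellular orthologues (4 and 37). Adjusted p-values of the called genes named in this comparison were at most 0.042 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and ammr1 and DDB_G0274899, nearest the threshold, lost their calls when scaled by library totals alone. Both also lost them without Streaming replicate 1 or either Mound replicate, and ammr1 without Streaming replicate 2, at 0.37 to 0.60 for ammr1 and 0.38 to 0.58 for DDB_G0274899. hspH2 was called higher in 5 settings, without Streaming replicate 2, Mound replicate 2 or either Fruiting replicate among them (at 0.75 or more), and DDB_G0267824 lower in 2. Library totals gave 1548 higher and 3557 lower, and upper quartile factors 1940 and 3066.

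**Figure D3:**
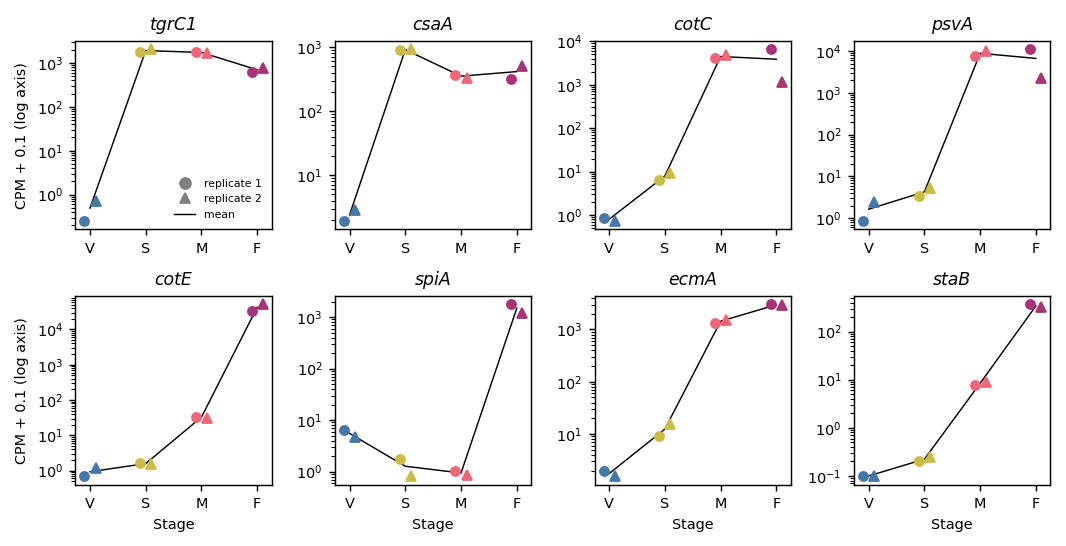
Levels of 8 developmental genes in CPM + 0.1 on a log axis, by stage, from Vegetative (V) through Streaming (S) and Mound (M) to Fruiting (F). Circles are replicate 1, triangles replicate 2 and lines join the means of 2 libraries. tgrC1 and csaA came up in Streaming, cotC, psvA and ecmA in Mound, and cotE, spiA and staB in Fruiting, where cotC stood at 6557 CPM in replicate 1 and 1186 in replicate 2.

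In fruiting bodies, several spore and stalk genes came up, and most proteasome genes and many actin and actin-binding genes went down. cotE, a spore coat gene, went from 32.7 ± 1.21 CPM in Mound to 42630 ± 12180 in Fruiting, and spiA, a spore gene, from 0.842 ± 0.108 to 1485 ± 393. gerA, a spore germination gene, went from 0.408 ± 0.577 to 2064 ± 791. proA, a profilin gene, fell by 3.06 (SE 0.271) and fimA, a fimbrin gene, fell by 2.77 (SE 0.225). In total 3364 genes were higher and 3295 lower in Fruiting than in Mound.

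Prespore and spore genes rose in 9 of 21 cases and fell in 5 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.0302, and adjusted p = 0.536 with an estimated correlation), and gerC, outside the list, rose by 10.79 (SE 0.38). The 2 Fruiting libraries differed for part of this list: cotC stood at 6557 and 1186 CPM and psvA at 11110 and 2326, against 34020 and 51240 for cotE. Prestalk and stalk genes rose in 23 of 33 and fell in 6 (camera with Benjamini-Hochberg adjustment, adjusted p = 3.2e-06, and adjusted p = 0.229 with an estimated correlation). Here ecmJ rose by 7.88 (SE 0.302), ecmF by 6.28 (SE 0.303) and staB, a stalk protein gene with shared reads, by 5.35 (SE 0.222). Cellulose and spore-coat enzymes rose in 8 of 11 with none lower (camera with Benjamini-Hochberg adjustment, adjusted p = 4.61e-05, and adjusted p = 0.225 with an estimated correlation), and expl7 rose by 5.76 (SE 0.289). Polyketide synthases rose in 26 of 40 and fell in 4, a median of 3.73 (camera with Benjamini-Hochberg adjustment, adjusted p = 8.61e-14, and adjusted p = 0.258 with an estimated correlation). Here pks40 rose by 7.15 (SE 0.417) and pks23, with shared reads, by 7.26 (SE 0.283). Transcription factors rose in 45 and fell in 17 of 96 (not called by camera). Growth-phase genes rose in 9 and fell in 2 of 20 (not called by camera), and lmpB, of lysosomal membranes, rose by 3.72 (SE 0.386). Autophagy genes rose in 5 of 14 and fell in 1, a median of 0.17 that turned below 0 with library totals or upper quartile factors (not called by camera), and vmp1 rose by 3.58 (SE 0.246) and atg8 by 1.48 (SE 0.188). The translation initiation factor gene eIF4e3 rose by 7.50 (SE 0.345). Ribosomal protein genes rose in 39 of 79 cases and fell in none (not called by camera), and rpl4 rose by 1.67 (SE 0.241). Over this list the median change was 0.64, while the 2 Mound libraries themselves differed by a median log2 ratio of 0.372. Its share of the counts was 3.53% and 2.69% in Mound and 3.59% and 3.42% in Fruiting. Ribosome biogenesis genes rose in 19 of 30 and fell in 1 (not called by camera).

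Proteasome genes fell in 38 of 42 cases with none higher, by a median of 1.76 on the log2 scale (camera with Benjamini-Hochberg adjustment, adjusted p = 1.48e-10, and adjusted p = 0.46 with an estimated correlation). Here psmA1 fell by 2.46 (SE 0.223) and psmA7 fell by 2.42 (SE 0.234). Actins fell in 18 of 32 and rose in 1 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.00476, and adjusted p = 0.536 with an estimated correlation), and act15, an actin gene with shared reads, fell by 2.02 (SE 0.267). Actin-binding and motor proteins fell in 41 of 76 and rose in 10 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.000205, and adjusted p = 0.52 with an estimated correlation). Adhesion genes fell in 11 of 23 and rose in 6 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.0372, and adjusted p = 0.493 with an estimated correlation). Here cadA, the calcium-dependent adhesion protein gene, fell by 4.11 (SE 0.315) and cad2 fell by 4.37 (SE 0.28). Histone genes fell in 7 and rose in 3 of 13 (not called by camera), and H3b fell by 2.43 (SE 0.187), and thyA, a thymidylate synthase gene, fell by 4.52 (SE 0.305). Of the calcium-binding protein genes, cbpF fell by 5.14 (SE 0.276) and cbpC fell by 4.82 (SE 0.282), and mrrA fell by 5.01 (SE 0.313). Camera did not call 5 further lists. Histone methylation genes counted 2 higher and 7 lower of 18, histone deacetylases and sirtuins 0 and 2 of 6, and post-aggregative genes 12 and 5 of 25. Translation factors counted 13 and 17 of 59, and cAMP signalling genes 12 and 14 of 39, the latter with a median that turned below 0 with library totals or upper quartile factors. Of the study's orthologues, 27 multicellular ones rose and 8 fell (camera with Benjamini-Hochberg adjustment, adjusted p = 0.00713, and adjusted p = 0.46 with an estimated correlation). Of the others, 26 unicellular ones rose and 7 fell, a median of 0.39 that turned below 0 with library totals alone (not called by camera), and both lists were chosen on these samples. smcl1 went from 124 ± 21.1 to 269.7 ± 46.1 CPM. srfA rose by 1.30 (SE 0.227), hspH2 by 1.18 (SE 0.281), DDB_G0267824 by 1.47 (SE 0.433) and DDB_G0277333 by 1.02 (SE 0.307). hdaD at -0.30 (SE 0.208), ammr1 at -0.27 (SE 0.174) and DDB_G0274899 at 0.22 (SE 0.207) did not pass. Adjusted over each list alone, the counts higher and lower changed only for translation factors (12 and 16), adhesion (6 and 12), prespore genes (10 and 5), actins (1 and 19), actin-binding proteins (10 and 43), multicellular orthologues (28 and 9) and unicellular orthologues (25 and 7). Adjusted p-values of the called genes named in this comparison were at most 0.0124 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and DDB_G0267824 and DDB_G0277333 lost their calls when scaled by library totals alone. They also lost them without Mound replicate 2 (DDB_G0267824 at 1.42 and DDB_G0277333 at 0.75) and without Fruiting replicate 1 (1.24 and 0.85). hdaD and ammr1 were called lower in 4 settings each, among them library totals and upper quartile factors. Library totals gave 2289 higher and 4453 lower, and upper quartile factors 2602 and 4233.

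**Figure D4:**
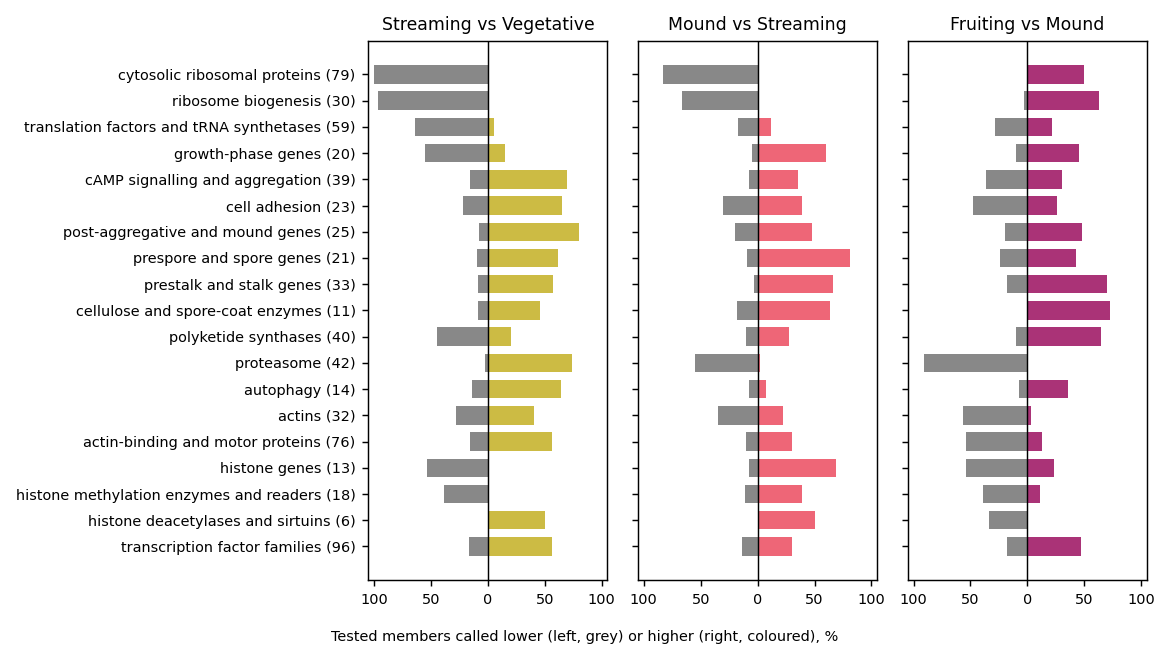
Share of the tested members of each fixed gene list (number in brackets) called higher (coloured, to the right) or lower (grey, to the left) at each of the 3 steps of development, in percent, from 0 at the middle line. The bars for ribosomal proteins span all 79 members to the left in Streaming against Vegetative, and those for the proteasome 31 of 42 to the right there and 38 of 42 to the left in Fruiting against Mound.

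By the main test, the ends of the cycle, Fruiting and Vegetative, differed in the most genes of the 5 comparisons made. There 4701 genes were higher and 4117 lower in Fruiting, 4110 and 3441 by at least 2-fold. With limma on log2(TPM + 1) the order changed. It called 8234 genes here (5323 higher and 2911 lower), 9240 in unicellular against multicellular and 8969 in Streaming against Vegetative. cotE rose by 15.68 (SE 0.532) to 42630 ± 12180 CPM and dcsA by 10.38 (SE 0.374). Several genes of fruiting bodies had no Vegetative count and were higher by at least 9943-fold (st15), 3968-fold (CYP513B1, a cytochrome P450 gene), 2982-fold (osbC, an oxysterol-binding protein gene) and 2893-fold (poxA), against the floor of 3 counts over the group. rps29 fell by 5.77 (SE 0.33), psmB6 fell by 2.77 (SE 0.265) and aifC fell by 7.74 (SE 0.346).

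Ribosomal protein genes were lower in 79 of 79 cases (camera with Benjamini-Hochberg adjustment, adjusted p = 4.52e-32, and adjusted p = 0.405 with an estimated correlation). Ribosome biogenesis genes were lower in 28 of 30 (camera with Benjamini-Hochberg adjustment, adjusted p = 1.48e-06, and adjusted p = 0.46 with an estimated correlation). Translation factors were lower in 43 of 59 with 5 higher (camera with Benjamini-Hochberg adjustment, adjusted p = 1.33e-05, and adjusted p = 0.46 with an estimated correlation). Proteasome genes were lower in 38 of 42 with 1 higher (camera with Benjamini-Hochberg adjustment, adjusted p = 2.44e-06, and adjusted p = 0.536 with an estimated correlation). Histone genes fell in 8 and rose in 3 of 13 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.0351, and adjusted p = 0.536 with an estimated correlation), and H3b fell by 3.30 (SE 0.193). Histone methylation genes fell in 11 and rose in 4 of 18 (not called by camera). Prespore genes were higher in 19 of 21 cases and lower in 2 (camera with Benjamini-Hochberg adjustment, adjusted p = 4.61e-10, and adjusted p = 0.229 with an estimated correlation). Prestalk genes were higher in 29 and lower in 1 of 33, a median of 6.99 or 6.74 with members lacking Vegetative counts at their bound (camera with Benjamini-Hochberg adjustment, adjusted p = 1.52e-15, and adjusted p = 0.225 with an estimated correlation). Cellulose and spore-coat enzymes were higher in 10 of 11 (camera with Benjamini-Hochberg adjustment, adjusted p = 1.97e-06, and adjusted p = 0.225 with an estimated correlation). Polyketide synthases were higher in 30 of 40 with 7 lower (camera with Benjamini-Hochberg adjustment, adjusted p = 4.95e-05, and adjusted p = 0.478 with an estimated correlation). Of cAMP signalling genes 28 rose and 6 fell of 39 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.000366, and adjusted p = 0.52 with an estimated correlation). Adhesion genes rose in 14 and fell in 5 of 23 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.00991, and adjusted p = 0.46 with an estimated correlation). Post-aggregative genes rose in 21 and fell in 3 of 25 (camera with Benjamini-Hochberg adjustment, adjusted p = 1.85e-09, and adjusted p = 0.238 with an estimated correlation). Transcription factors rose in 65 and fell in 15 of 96, a median of 1.63 or 1.60 at the bound (camera with Benjamini-Hochberg adjustment, adjusted p = 0.000157, and adjusted p = 0.536 with an estimated correlation). Autophagy genes rose in 9 and fell in 1 of 14 (not called by camera), and atg18 rose by 3.43 (SE 0.198). Actins fell in 17 and rose in 7 of 32 (not called by camera). Growth-phase genes were split, 9 and 9 of 20 (not called by camera), as were histone deacetylases and sirtuins, 3 and 2 of 6 (not called by camera), both with medians that turned below 0 with upper quartile factors. vacB, a vacuolin gene, rose by 3.32 (SE 0.232) and cadA fell by 3.72 (SE 0.309). Actin-binding genes were split as well, 29 and 25 of 76, with a median near 0 of either sign by scaling (not called by camera). All 52 multicellular orthologues of the study were higher (camera with Benjamini-Hochberg adjustment, adjusted p = 1.1e-22, and adjusted p = 0.225 with an estimated correlation). All 67 unicellular ones were lower (camera with Benjamini-Hochberg adjustment, adjusted p = 1.89e-18, and adjusted p = 0.256 with an estimated correlation), and both lists were chosen on these samples. srfA rose by 10.34 (SE 0.403), hdaD by 3.33 (SE 0.237), ammr1 by 2.91 (SE 0.207) and DDB_G0274899 by 2.92 (SE 0.226). smcl1 was 1020-fold higher by count ratio (95% counting interval 349 to 4950). hspH2 fell by 2.05 (SE 0.273), DDB_G0267824 fell by 3.26 (SE 0.325) and DDB_G0277333 fell by 3.06 (SE 0.263). Adjusted over each list alone, the counts higher and lower changed only for translation factors (5 and 46) and transcription factors (66 and 15). Adjusted p-values of the genes named in this comparison were at most 1.6e-05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With upper quartile factors the split was 3512 higher and 5807 lower.

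Each camera call above was made with a preset correlation of 0.01 between genes, and none of the 64 calls held with an estimated correlation, where the lowest adjusted p was 0.225 (camera with Benjamini-Hochberg adjustment). The hss and sigN list matched 2 tested genes, with a median log2 change of 10.01 from Streaming to Mound, or 8.44 with the member lacking Streaming counts at its bound, and was not tested as a list. No mitochondrially encoded genes were among the transcripts. No gene matched the name pattern of the retrotransposon list. Only 3609 of 13243 genes had a symbol, so retrotransposon genes without one could not be found this way.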

Values the study reported

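The study reported 1216 genes with higher expression in the unicellular stage and 1649 with higher expression in the multicellular stages, at a false discovery rate under 0.05. It compared 2473 genes conserved between species, and from expression and accessible chromatin together it arrived at 67 unicellular and 52 multicellular genes.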

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

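The tests chosen after the data were seen were sums of genes with equal counts, the fit per transcript, the fit without genes that share reads, replicate agreement on log TPM and composition without each replicate. Counted over results and settings together, totals of called genes or lists, composition and replicate agreement were labelled the same in 295 cases and moved in 29. A total was labelled the same if it stayed within a fixed factor of the main value, and composition if its direction held. Thus 4534 genes higher in unicellular against multicellular becoming 3389 with upper quartile factors was labelled the same. For Mound against Streaming, 2775 higher becoming 1548 with library totals was labelled moved. Single named genes and single lists stayed the same in 7419 cases, lost a call in 138, gained one in 32 and turned in 2. Of 254 checked pairs of gene and comparison, 237 were the same in every setting. From Streaming to Mound, ammr1 lost its call in 16 settings and DDB_G0274899 in 11, and srfA and smcl1 in 2 each. Library totals alone shifted the median of all genes by 0.362 in unicellular against multicellular, 0.775 in Streaming against Vegetative, -0.422 in Mound against Streaming and -0.395 in Fruiting against Mound, and upper quartile factors by -0.548, -0.275, -0.268 and -0.279, and -0.824 in Fruiting against Vegetative. DESeq2 size factors shifted it by 0.162 in Fruiting against Mound and 0.108 in Fruiting against Vegetative, and scaling without ribosomal protein genes by -0.102, -0.106 and -0.149 in unicellular against multicellular, Mound against Streaming and Fruiting against Vegetative. With library totals 5968 genes were higher and 1711 lower in Streaming than in Vegetative, and 1548 higher and 3557 lower in Mound than in Streaming; with upper quartile factors 3066 were lower in Mound. edgeR's exact test on the 2 groups, which takes the multicellular stages as replicates, called 2328 higher and 2016 lower. limma on log2(TPM + 1), which is also the planned test of the deposited matrix, gave 7541 and 1699 in unicellular against multicellular, 8042 and 927 in Streaming against Vegetative, 1484 and 4433 in Mound against Streaming, and 2011 and 5029 in Fruiting against Mound, and log2(TPM + 0.1) gave 7385 and 1752, 8153 and 893, 1440 and 4087, and 1988 and 5017. limma also turned calls of the main test: 381 and 278 (TPM + 1 and TPM + 0.1) in unicellular against multicellular, 744 and 676 in Streaming against Vegetative, and 1 and 1 in Mound against Streaming. limma took TPM without TMM factors, so each library was scaled to the same total. Its median of all genes in Streaming against Vegetative was 1.07 with TPM + 1, against 0.121 in the main test and 0.899 with library totals. Ribosomal protein genes held 62.75% and 67.83% of TPM in Vegetative and 21.23% and 18.65% in Streaming. The cause of the turned calls was not tested beyond the tests on library totals given under the other observations. The proteasome gene psmA4 turned in unicellular against multicellular, from -1.02 to 0.049 with TPM + 1 and 0.033 with TPM + 0.1. The 2-fold threshold left 1700 genes higher in Mound than in Streaming. Leaving out each replicate in turn, with the lone library taken to vary like the other groups, gave 1218 (without Mound replicate 2) to 2164 (without Fruiting replicate 1) genes lower in Mound than in Streaming, and 1315 without Mound replicate 1. With an estimated correlation the 38 list tests called higher and 26 called lower became 0 and 0. Depth limits folds of rare genes, since 3 counts stood for 0.218 to 0.632 CPM. The lowest correlation within a stage was 0.989 on log2(TPM + 1). The replicate numbers did not pair the libraries, with correlations of -0.13 to 0.0217 between differences at the same numbers in other stages, and with the replicate block 4478 genes were higher and 3785 lower in unicellular against multicellular. The block lost 5 list calls (histones and actin-binding proteins in unicellular against multicellular, polyketide synthases in Streaming against Vegetative, and adhesion and prespore genes in Fruiting against Mound) and gained 4 (histone methylation in Streaming against Vegetative, and ribosomal proteins, ribosome biogenesis and transcription factors in Fruiting against Mound); for the prespore genes camera with Benjamini-Hochberg adjustment gave adjusted p = 0.148 and for the ribosomal proteins adjusted p = 0.0028. A fit of only the groups compared changes nothing where all libraries take part, no exact test exists for any stage, and transcripts of identical sequence were not run since no sequences were given.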

Other observations

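Among the tests below, those chosen only after the result was seen were the gene families, and for the patterns those on Mound material, spore cells, depth, an earlier harvest and ribosomal protein genes. Families of genes sharing a symbol stem were formed from the reference names after the data were seen, 45 in all, and 54 of 225 tests were called by camera with Benjamini-Hochberg adjustment, none with an estimated correlation. The heat shock genes fell at aggregation and came back in part: of 26, 22 were lower and 3 higher in Streaming than in Vegetative, a median of -3.71 (camera with Benjamini-Hochberg adjustment, adjusted p = 1.49e-10, and adjusted p = 0.618 with an estimated correlation), and 15 were higher and 0 lower in Mound than in Streaming. Calcium-binding protein genes of the cbp family rose early and fell late, with 10 of 15 higher in Streaming than in Vegetative and 12 of 15 lower in Fruiting than in Mound (median -2.25). The DEAD-box helicase genes (ddx) fell in 15 of 19 cases from Vegetative to Streaming, a median of -2.06.

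From Streaming to Mound, 8 of 11 ras genes (median 1.8) and 12 of 19 rac genes (median 0.725) rose, with 0 lower in either. Of the related rab genes 18 of 50 rose and 4 fell, which camera did not call, with a median of 0.406 that turned below 0 with library totals alone. The sig family was higher in Fruiting than in Mound in 12 of 12 cases, a median of 5.74 (camera with Benjamini-Hochberg adjustment, adjusted p = 7.53e-17, and adjusted p = 0.593 with an estimated correlation). Oxysterol-binding protein genes (osb) were higher in the multicellular stages in 12 of 12 cases, and cytochrome P450 genes (CYP) in 31 of 44 with 5 lower (median 4.1). Apart from rab, none of the named families changed direction under another scaling in the comparisons given here.

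The 2 Fruiting libraries differed for part of the prespore and spore genes. Of 5288 genes with at least 20 CPM, 163 were 2-fold or more higher in Fruiting replicate 1 and 3 in replicate 2, against 5 and 5 of 5109 in Mound, 38 and 8 of 4452 in Vegetative and 42 and 5 of 4858 in Streaming; 8 of 19 abundant prespore and spore genes were among the 163, cotB at 4927 against 883.6 CPM, while spiA stood at 1763 and 1207. The tables argue against 4 explanations as the whole cause: Mound material in replicate 1, since other genes lower in Fruiting gave 2.39% of the Mound share needed; a larger share of spore cells, since cotE stood at 34020 against 51240 CPM and the log2 ratios of prespore and spore genes between replicates spread 3.59 times as widely as in Mound; shared reads, 0.456 times as common in the pattern; and depth, with totals 1.03 times apart. An earlier harvest of replicate 1 stays open as a candidate explanation. Outside the 163, genes lower in Fruiting than in Mound had a median log2 ratio 0.125 above that of genes higher there. The SDs of 0.294 and 0.321 over the genes of these sets are spreads of single genes, not an error of that difference. With 1 library on each side no such error can be given. The design has no group that separates the 2 libraries, so no biological explanation was tested beyond cell share and harvest.

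Library totals alone moved the median of all genes. From Vegetative to Streaming, the change in the share of ribosomal protein genes is a candidate cause: 11.2% of the shift was left when they were taken out of the totals. The same test left 119% in Mound against Streaming and 98.5% in Fruiting against Mound, which argues against them there. Taking out the 100 most abundant genes of each library left 80.3% and 86.1%, so the source of those shifts stays open.

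With edgeR's exact test on the 2 groups, 2016 genes were lower in the multicellular stages and 2328 higher. Both are higher than the values quoted from the study above, whose groups may not be the same.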
